A study of Mus musculus with 29 samples.

How the data were processed

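The series measured gene expression by bulk RNA sequencing in mouse ovaries of 2 genotypes at 4 ages. The genotypes were wild type and a homozygous null for Cdkn1b, the gene of the cyclin-dependent kinase inhibitor p27Kip1, called Cdkn1b-null here. The ages were embryonic day 13.5 (E13.5), embryonic day 18.5 (E18.5), postnatal day 8 (PND8) and 12 weeks (12wk). Each age had 4 wild-type samples, and there were 3 Cdkn1b-null samples at E13.5, PND8 and 12wk and 4 at E18.5, which makes 29 samples in 8 groups. Groups and replicate numbers came from the sample titles. Per the labels' protocols, ovaries were dissociated with papain and total RNA was extracted from the cells with a micro-scale column kit. The labels do not state the library kit, the strandedness, the read length or which animals were littermates.

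Per the file headers, the authors quantified each sample with RSEM on Ensembl mouse genes and deposited the gene-level expected counts, which are estimated read counts that need not be whole because reads that fit several genes are shared among them. The aligner, the RSEM version, the genome build, the Ensembl release and any filter are not stated. The header also names a folder of 2 combined projects, and it does not say which samples came from which project. The table held 51912 gene IDs, of which 15157 had no count in any sample, and 31.4% of the values above 0 were not whole. The expected counts were rounded to whole numbers before testing. Gene symbols were matched by ID to a reference table for 51633 of the IDs. Positions are those of GENCODE M21 on GRCm38, 1-based, which may not be the annotation the authors used. Because RSEM divides reads among similar genes, values of gene families with near-identical copies are uncertain, and so are overlapping and antisense genes.

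Total counts per library ran from 14.1 M to 48.2 M counts. The smallest level a library's depth can show was taken as 3 counts, which is 0.0622 to 0.213 CPM, the count scaled by the library total. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared in all 39 pairs within groups, and every pair differed by more than sampling noise, with chi-square per degree of freedom from 14.12 to 316.6. Spearman's rho over genes within these pairs was 0.9359 to 0.9899. No pair was treated as 1 library.

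The genotype effect was tested within each age on the samples of that age alone, and consecutive ages were compared in wild type alone. These tests used edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr (minimum count 10, minimum total 15), a robust quasi-likelihood fit and its F test, and Benjamini-Hochberg adjustment with a threshold of 0.05. Genes under that threshold are described as called. The standard error of a log2 fold change was taken as its size divided by the square root of F. Reported CPM values use the TMM-scaled library sizes of the comparison. A fold against a group at or under the floor was computed against the floor. The genotype by age interaction was an F test of 3 coefficients over all 29 samples. A list of 283 symbols in 5 sets (cell cycle, meiotic prophase, oocyte, granulosa lineage and steroidogenic genes) had been fixed before the data were examined, and 279 of them matched an ID. For these genes the number called is given with adjustment over the list alone and over all genes tested. The sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 20 set-by-age tests. Camera compares a set with the other genes, so its p-value does not measure the spread of the set between animals. For that reason the mean log2 CPM of each set in each library (TMM over all samples, prior count 2) was also compared by a two-sided exact permutation test, a test chosen after the data were seen.

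The genes named in the text followed a rule fixed before the data were examined. It took Cdkn1b; for each genotype effect up to 3 called genes higher and 3 lower with the largest log2 fold change, and for each wild-type age comparison up to 2 of each, among genes with a mean CPM of at least 2, groups that did not overlap and a symbol that was not a predicted or clone name; genes called at all 4 ages; the 4 genes with the smallest interaction p; up to 4 genes of the fixed list per age; and the family members Cdkn1a and Cdkn1c. Any other gene is named as chosen after its values were seen. A few single-gene results are not reported here.

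The alternatives were size factors of the DESeq2 kind (RLE), no filter on low counts, DESeq2 1.42.0, limma-voom with sample weights, counts thinned to the smallest library, all groups in 1 fit, an inter-gene correlation of 0.05 for the sets, the replicate number as a block, and leaving out each replicate in turn. An offset for GC content and transcript length, with and without the block, and the block for the Cdkn1b steps between ages were added after the data were seen. The pairing for the block comes from the replicate numbers in the titles. The labels do not say that same-numbered samples were related, so the correlation of their deviations from the group means was used as a check. Every comparison was also repeated on other splits of the same samples. The edgeR procedure was tested on simulated data in which 200 genes changed by 2 on the log2 scale. It recovered 79.5% of these at the E13.5 sample sizes, 93.5% at E18.5, 96% at PND8, 86.5% at 12wk and 87.5% for the interaction, with 4 to 11 false calls. The changed genes were drawn from those with a mean of at least 2 CPM, and no outlying library was simulated. Genes called in the data changed less, with a median absolute log2 fold change of 0.76 at E18.5 and 0.85 at PND8. The shares recovered therefore do not hold for changes of that size or for weaker genes. No sample was left out of the main fits. The block fits used only replicate numbers present in both groups compared. They left out wild-type replicate 2 at E13.5, PND8 and 12wk, also in the interaction. Block results that include these ages thus reflect the loss of that library as well as the block.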

Results

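Gene expression was profiled by RNA sequencing in 29 mouse ovary samples, wild type or Cdkn1b-null, at E13.5, E18.5, PND8 and 12wk. The study asked how regulation of the cell cycle by p27Kip1, which the gene Cdkn1b encodes, bears on ovarian development. Wild-type groups held 4 samples at each age, and Cdkn1b-null groups held 3 samples except at E18.5, where there were 4. Total counts per library averaged 18.24 ± 3.43 M (SD, n = 4) in wild type and 19.48 ± 4.98 M (n = 3) in Cdkn1b-null ovaries at E13.5, and 18.74 ± 1.55 M and 19.85 ± 2.14 M (n = 4 each) at E18.5. They were higher after birth, at 38.79 ± 4.42 M (n = 4) and 40.11 ± 7.18 M (n = 3) at PND8 and 33.72 ± 1.52 M (n = 4) and 31.37 ± 8.72 M (n = 3) at 12wk. The ranges of the genotypes overlapped at every age. Haemoglobin genes took 18.97% of the counts in the E13.5 wild-type replicate 3, against 0.7017% to 1.048% in the other 3 wild-type libraries of that age.

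The targeted gene, Cdkn1b (ENSMUSG00000003031, chromosome 6, 134920401 to 134925513, plus strand), was examined first. At E13.5 it measured 23.93 ± 2.87 CPM (SD, n = 4) in wild type and 4.589 ± 0.143 CPM (n = 3) in Cdkn1b-null ovaries, which was 19.2% of the wild-type mean (log2 fold change -2.38, SE 0.187, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0114). At E18.5 the values were 114.2 ± 14.4 and 13.76 ± 2.87 CPM (n = 4 each), or 12% of wild type (log2 fold change -3.06, SE 0.163, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p 1.12e-05). At PND8 they were 134.5 ± 14.2 (n = 4) and 64.4 ± 6.11 CPM (n = 3), or 47.9% (log2 fold change -1.06, SE 0.102, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p 0.0216). At 12wk they were 177.4 ± 67.8 (n = 4) and 49.14 ± 7.97 CPM (n = 3), or 27.7% (log2 fold change -1.85, SE 0.309). The 12wk difference did not pass adjustment over all genes (edgeR quasi-likelihood, unadjusted p 0.000382, Benjamini-Hochberg adjusted p 0.211). No Cdkn1b-null library reached the lowest wild-type library of its age, so the labels and the gene's counts ran the same way in all 29 samples. The relative level in Cdkn1b-null ovaries differed between consecutive ages by -0.70, 2.00 and -0.80 on the log2 scale (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p over these 3 steps 0.026, 4.74e-07 and 0.0148) without the block. With the replicate number as a block, added after the data were seen, the steps were -0.64, 2.00 and -0.53 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.049, 4.89e-06 and 0.064). At single ages, the log2 fold change with the block was -3.07 at E18.5, -1.07 at PND8 and -1.60 at 12wk (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000111, 0.0952 and 0.0848). The block fits left out wild-type replicate 2 at every age but E18.5. At 12wk that library had the highest wild-type value, 251 CPM against 120 to 220 CPM in the others. Without it and without the block, the 12wk log2 fold change was -1.65. The deviations of same-numbered samples had a mean correlation of 0.181 at E18.5, 0.1 at PND8 and 0.108 at 12wk. No chance level was computed for these correlations, so they do not show whether the samples were related.

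**Figure D1:**
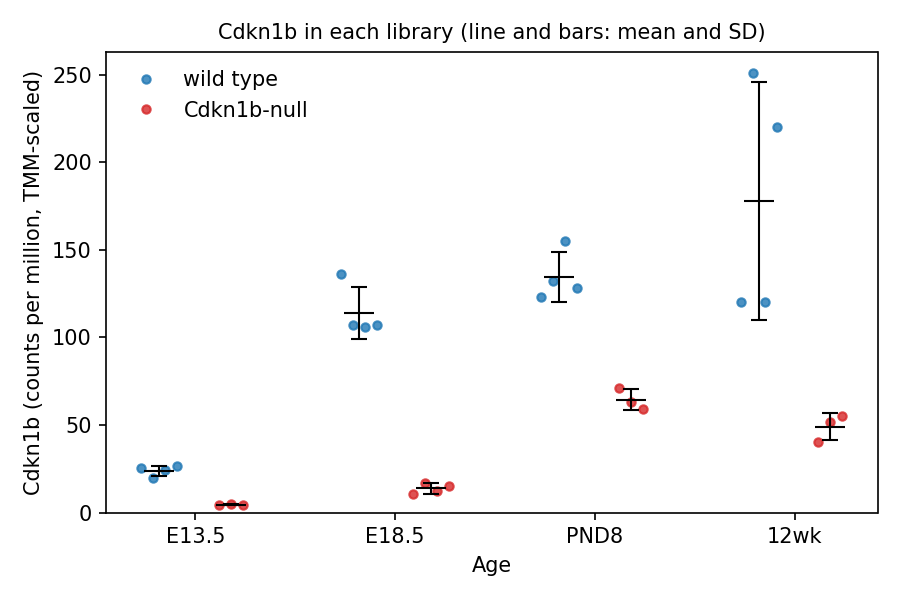
Cdkn1b in CPM (vertical axis, TMM-scaled) by age (horizontal axis) in wild-type and Cdkn1b-null ovaries; points are libraries, and the line and bars are the mean and SD. Every Cdkn1b-null library lies below every wild-type library of its age, from 4.589 against 23.93 CPM on average at E13.5 to 64.4 against 134.5 CPM at PND8.

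At E13.5, Cdkn1b was the only gene called among 16508 tested (edgeR quasi-likelihood, Benjamini-Hochberg), while 576 genes (3.49%) had an unadjusted p under 0.05. The groups did not overlap for 634 genes (3.84%), and chance gives 5.71% for groups of 4 and 3. The fixed list gave 0 called genes among 228 tested. The setting that moved the count most was DESeq2, with 65 genes (5 higher and 60 lower), 1 of them shared. The meiotic prophase set was higher in Cdkn1b-null ovaries in the camera test (36 of 37 genes higher, median log2 fold change 0.86, Benjamini-Hochberg adjusted p 8.19e-12), and without the Cdkn1b-null replicate 3 the adjusted p was 0.25 in the opposite direction. The mean log2 CPM of that set was 4.46 in that library and 1.64 and 2.43 in the other 2 Cdkn1b-null libraries, against 2.14 ± 0.08 in wild type (n = 4). It did not differ between genotypes by more than the spread between replicates (two-sided exact permutation test, p 0.486, adjusted 0.694 over 20 tests). The cell cycle, granulosa lineage and steroidogenic sets were also higher by camera with medians of 0.06, 0.22 and 0.12 (adjusted p 0.00332, 0.00668 and 0.0238). Their set means overlapped between genotypes.

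At E18.5, 814 of 16322 genes (4.99%) were called, 542 higher and 272 lower in Cdkn1b-null ovaries (edgeR quasi-likelihood, Benjamini-Hochberg), and 238 of them changed by at least 1 on the log2 scale. An unadjusted p under 0.05 was found for 3615 genes. The groups did not overlap for 2359 genes (14.5%), against 2.86% by chance for groups of 4 and 4. With the replicate number as a block, 937 genes were called, 711 of them shared (mean correlation of same-numbered samples 0.181). The alternative that moved the count most, apart from leaving out a replicate, was limma-voom with sample weights at 1670 genes, 797 of them shared. Leaving out each replicate in turn gave 246 to 1372 genes.

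Apart from Cdkn1b, the named genes with the largest E18.5 differences were as follows. H2-Q10 (ENSMUSG00000067235, chromosome 17, 35470089 to 35474563) rose from 1.519 ± 0.633 to 7.441 ± 1.77 CPM (n = 4 each), a log2 fold change of 2.29 (SE 0.34, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00391), and it belongs to a family of similar class I genes whose shared reads make it uncertain. Hsd17b1 (ENSMUSG00000019301, chromosome 11, 101078411 to 101080527) rose from 1.319 ± 0.465 to 5.41 ± 1.3 CPM (log2 fold change 2.03, SE 0.324, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0059). Slfn9 (ENSMUSG00000069793, chromosome 11, 82978390 to 82991830), also a member of a family with similar copies, rose from 13.22 ± 4.05 to 51.74 ± 6.19 CPM (log2 fold change 1.97, SE 0.193, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000772). Lgals4 (ENSMUSG00000053964, chromosome 7) was lower, at 1.315 ± 0.307 against 5.405 ± 3.36 CPM (log2 fold change -2.03, SE 0.441, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0249). The pseudogene Slc2a4rg-ps (ENSMUSG00000085028, chromosome 2) was lower too, at 1.143 ± 0.373 against 4.374 ± 1.78 CPM (log2 fold change -1.93, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.015). Of the 8 fits that left out a replicate, Lgals4 exceeded the threshold in 6 and Slc2a4rg-ps in 2 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p up to 0.0965 and 0.0701).

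Of the fixed list, 133 of 243 genes tested at E18.5 were called over the list alone (106 higher, 27 lower) and 97 over all genes. The cell cycle set supplied 91 of these, all higher, and the meiotic prophase set 19, all lower. The 97 cell cycle genes had a median log2 fold change of 0.945, with 96 genes higher (camera, Benjamini-Hochberg adjusted p 6.6e-112). The 4 with the smallest p were Cdc20, which went from 45.88 ± 4.83 to 137.4 ± 8.98 CPM (log2 fold change 1.58, SE 0.106), Chaf1b (27.63 ± 3.84 to 71.02 ± 6.52 CPM, log2 fold change 1.36), Mcm4 (118.5 ± 13.2 to 252.2 ± 17.9 CPM, log2 fold change 1.09) and Exo1 (17.26 ± 2.2 to 43.15 ± 4.51 CPM, log2 fold change 1.32), with n = 4 in each group. Their adjusted p-values were 4.56e-05, 0.000654, 0.000729 and 0.000955 (edgeR quasi-likelihood, Benjamini-Hochberg). The meiotic prophase set was lower, with 44 of 45 genes below wild type, a median of -0.58 and an adjusted camera p of 1.65e-10. The steroidogenic set was higher (22 of 33 genes, median 0.17, adjusted camera p 0.00048), and the oocyte and granulosa lineage sets did not pass (adjusted p 0.523 and 0.221). With the replicate number as a block, the list gave 144 genes, and the adjusted camera p was 1.99e-116 for cell cycle, 7.32e-12 for meiotic prophase, 0.000506 for steroidogenic, 0.451 for oocyte and 0.265 for granulosa lineage genes (mean correlation of same-numbered samples 0.181). The set means separated all 4 Cdkn1b-null from all 4 wild-type libraries for cell cycle (6.46 ± 0.13 against 5.54 ± 0.18 log2 CPM) and meiotic prophase (3.62 ± 0.27 against 4.15 ± 0.23). Each gave p 0.0286 in the two-sided exact permutation test, the smallest value that 4 against 4 allows, and 0.286 after adjustment over the 20 tests. The steroidogenic set means overlapped between genotypes (4.38 ± 0.11 against 4.17 ± 0.14). Their permutation p was 0.0857, and 0.286 after adjustment. Cdkn1a and Cdkn1c were not called at E18.5 (log2 fold change 0.34 and -0.47, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.253 and 0.627), nor at the other ages (adjusted p from 0.327 to 0.994). These p-values are adjusted over all genes tested, so they do not show that the 2 genes were unchanged. The smallest unadjusted p was 0.0478, for Cdkn1c at PND8 (log2 fold change -0.27, edgeR quasi-likelihood).

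**Figure D2:**
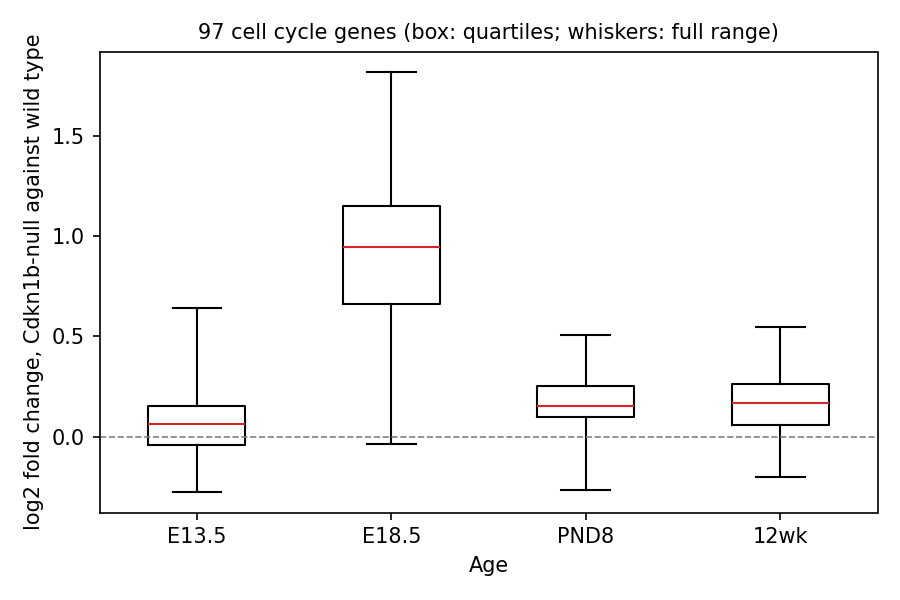
Log2 fold change of 97 cell cycle genes in Cdkn1b-null against wild-type ovaries (vertical axis) by age (horizontal axis); boxes are quartiles with the median, and whiskers span the full range. The median was 0.06 at E13.5, 0.94 at E18.5, 0.15 at PND8 and 0.17 at 12wk.

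At PND8, 62 of 17785 genes were called, 8 higher and 54 lower in Cdkn1b-null ovaries (edgeR quasi-likelihood, Benjamini-Hochberg), and 2662 (15%) had an unadjusted p under 0.05. The groups did not overlap for 2618 genes (14.7%), against 5.71% by chance. With the replicate number as a block, 7 genes were called, 4 of them shared (mean correlation of same-numbered samples 0.1). DESeq2 moved the count most, to 749 genes with 317 higher and 432 lower, and included all 62. Fitting all groups together gave 0 genes, with 1143 at an unadjusted p under 0.05. Leaving out each replicate in turn gave 0 to 147 genes. The fixed list gave 22 called genes over the list alone (18 higher, 4 lower), 3 over all genes and 1 with the block. Astn2 (ENSMUSG00000028373, chromosome 4, 65380803 to 66404611) fell from 7.049 ± 2.02 CPM (n = 4) to 0.7928 ± 0.258 CPM (n = 3), a log2 fold change of -3.14 (SE 0.335, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0222). It exceeded the threshold in 4 of the 7 fits that left out a replicate (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p up to 0.117). Hoxd3 (3.467 ± 0.692 to 1.044 ± 0.147 CPM, log2 fold change -1.73) and the meiotic cohesin gene Rec8 (10.44 ± 3.1 to 3.219 ± 0.401 CPM, log2 fold change -1.70) were lower. Mpped2 (2.914 ± 0.291 to 6.927 ± 1.07 CPM, log2 fold change 1.25), Mybpc3 (15.66 ± 3.37 to 36.1 ± 6.36 CPM, log2 fold change 1.21), Kitl (202.6 ± 29.9 to 369.7 ± 55.2 CPM, log2 fold change 0.87) and G2e3 (34.12 ± 1.74 to 46.14 ± 1.9 CPM, log2 fold change 0.44) were higher. Their adjusted p-values ran from 0.0442 to 0.0473 (edgeR quasi-likelihood, Benjamini-Hochberg), and each exceeded the threshold in at least 5 of the 7 fits that left out a replicate. The cell cycle set was higher by camera (90 of 97 genes, median 0.15, adjusted p 2.25e-14), as was the oocyte set (46 of 53 genes, median 0.76, adjusted p 1.27e-07). The meiotic prophase, granulosa lineage and steroidogenic sets did not pass (adjusted p 0.579, 0.0584 and 0.054). With the block, the adjusted camera p was 9.98e-16 for cell cycle, 0.00179 for oocyte, 0.915 for meiotic prophase, 0.126 for granulosa lineage and 0.00572 for steroidogenic genes. The set means overlapped between genotypes, with two-sided exact permutation p-values of 0.0857 for cell cycle and 0.257 for oocyte genes (adjusted 0.286 and 0.571 over 20 tests).

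At 12wk, 2 of 17396 genes were called (edgeR quasi-likelihood, Benjamini-Hochberg), and 1675 (9.63%) had an unadjusted p under 0.05. The groups did not overlap for 1686 genes (9.69%), against 5.71% by chance. Zfp521 (ENSMUSG00000024420, chromosome 18, 13687013 to 13972787) rose from 12.83 ± 0.906 CPM (n = 4) to 32.75 ± 2.14 CPM (n = 3), a log2 fold change of 1.35 (SE 0.107, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0288). Srd5a1 (ENSMUSG00000021594, chromosome 13, 69573449 to 69611442), a steroid reductase gene, rose from 32.07 ± 1.73 to 73.3 ± 10.2 CPM, a log2 fold change of 1.19 (SE 0.11, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.045). Both exceeded the threshold in 6 of the 7 fits that left out a replicate. With the replicate number as a block, 0 genes were called and 2326 had an unadjusted p under 0.05 (mean correlation of same-numbered samples 0.108), and the list gave 28 genes, 7 higher and 21 lower. DESeq2 moved the count most, to 310 genes. The fixed list gave 4 called genes over the list alone, all higher, and 1 over all genes. Its balance turned to lower genes with DESeq2, which called 13 higher and 33 lower. Besides Srd5a1 these were Kit, Ephx1 and Aldh1a1, named after their values were seen, with log2 fold changes of 1.26, 1.20 and 1.25 (adjusted p over the list 0.0272, 0.0156 and 0.0174, edgeR quasi-likelihood, Benjamini-Hochberg). By camera the oocyte set was lower (35 of 40 genes, median -2.69, adjusted p 2.95e-13), the granulosa lineage set was lower (median -0.14, adjusted p 0.0222), the cell cycle set was higher (82 of 97 genes, median 0.17, adjusted p 1.05e-06) and the steroidogenic set was placed higher with a median of -0.02 (adjusted p 0.00178). The meiotic prophase set did not pass (adjusted p 0.0831). With the block, the adjusted camera p was 9.82e-25 for oocyte, 2.85e-05 for granulosa lineage, 0.000903 for cell cycle, 8.64e-09 for steroidogenic and 0.115 for meiotic prophase genes. The oocyte set mean was below every wild-type library in all 3 Cdkn1b-null libraries (-0.74 ± 0.22 against 0.76 ± 1.28 log2 CPM). Its two-sided exact permutation p was 0.0857, and 0.286 after adjustment over 20 tests. For the cell cycle, granulosa lineage and steroidogenic sets the permutation p was 0.371, 0.371 and 0.943 (adjusted 0.571, 0.571 and 0.943). Their set means overlapped between genotypes.

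**Figure D3:**
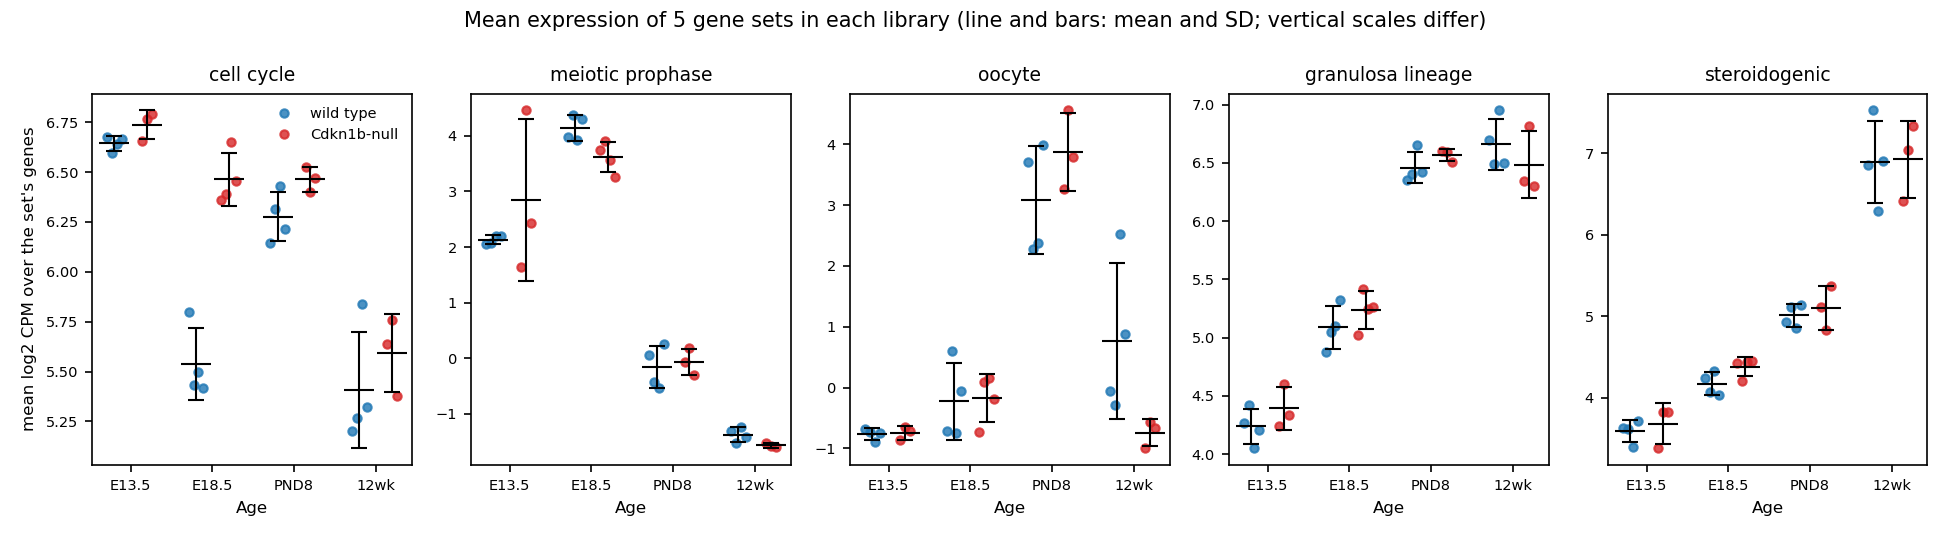
Mean log2 CPM of 5 gene sets (vertical axes, which differ between panels) by age (horizontal axes) in wild-type and Cdkn1b-null ovaries; points are libraries, and the line and bars are the mean and SD. The cell cycle means of the E18.5 Cdkn1b-null libraries (6.46 on average) lie above all wild-type libraries of that age (5.54 on average), and 1 E13.5 Cdkn1b-null library lies at 4.46 for meiotic prophase.

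The genotype by age interaction tested whether the genotype effect differed among the 4 ages. It was called for 164 of 20359 genes (edgeR quasi-likelihood, Benjamini-Hochberg), and 2589 had an unadjusted p under 0.05. With the replicate number as a block, 158 genes were called, 70 of them shared (mean correlation of same-numbered samples 0.012 at E13.5, 0.181 at E18.5, 0.1 at PND8 and 0.108 at 12wk). DESeq2 moved the count most, to 662 genes, 163 of them shared. The 4 genes with the smallest p were Rarres2, Cdc20, Hoxd8 and Prc1 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000389, 0.000389, 0.00144 and 0.00144). The genotype effect on Rarres2 (ENSMUSG00000009281, chromosome 6) was 0.21, -0.50, -0.70 and 1.29 on the log2 scale from the youngest to the oldest age. The effect on Hoxd8 (ENSMUSG00000027102, chromosome 2) was 0.06, -0.58, -0.59 and 0.72. The effects on Cdc20 (ENSMUSG00000006398, chromosome 4) were 0.01, 1.58, 0.04 and 0.11, and those on Prc1 (ENSMUSG00000038943, chromosome 7) were 0, 1.48, 0.27 and 0.09. No gene was called in the same direction at all 4 ages. Between E18.5 and PND8, 14 genes were called at both ages, all 14 in the same direction. Of the genes called at E18.5 and tested at PND8, 630 of 788 (79.9%) had the same sign there. Of those tested at 12wk, 488 of 775 (63%) had the same sign, and 0 genes were called at both ages. Of the PND8 genes tested at 12wk, 31 of 61 (50.8%) had the same sign, and 0 were called at both.

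Wild-type ovaries of consecutive ages were compared to describe the change with age. Between E13.5 and E18.5, 5650 of 16603 genes (34%) were called, 2748 higher and 2902 lower at E18.5 (edgeR quasi-likelihood, Benjamini-Hochberg). Between E18.5 and PND8, 12988 of 17421 (74.6%) were called, 6557 higher and 6431 lower. Between PND8 and 12wk, 5271 of 17293 (30.5%) were called, 2790 higher and 2481 lower. The mast cell protease genes Tpsab1 and Mcpt4 had no count in any E13.5 wild-type library and reached 18.76 ± 8.59 and 13 ± 3.05 CPM at E18.5 (n = 4 each), at least 111-fold and 76.9-fold higher. The embryonic haemoglobin genes Hbb-y and Hba-x fell from 1560 to 51600 CPM and from 497 to 22100 CPM at E13.5 to at most 1.38 and 0.498 CPM at E18.5, and the highest E13.5 values came from the replicate 3 with a high haemoglobin share. AY036118 and Hist1h2ao had no count in any E18.5 wild-type library and reached 2318 ± 1520 and 61.01 ± 6.04 CPM at PND8. Both are uncertain, since AY036118 resembles ribosomal RNA sequence and Hist1h2ao belongs to a family of near-identical histone genes that together fell from 195 to 829 CPM in embryonic to 35.2 to 144 CPM in postnatal libraries. Tex101 measured 43.67 ± 7.82 CPM at E18.5 and had no count at PND8, at least 558-fold lower. From PND8 to 12wk, Plin4 rose from 0.7703 ± 0.377 to 264.1 ± 379 CPM and Wnt10b from 0.09831 ± 0.0717 to 27.53 ± 22.3 CPM, while Mov10l1 fell from 5.177 ± 3.64 to 0.0075 ± 0.015 CPM and Ap3b2 from 6.015 ± 4.56 to 0.05034 ± 0.0471 CPM (n = 4 each). These 11 genes had adjusted p-values from 6.73e-08 to 0.00404 (edgeR quasi-likelihood, Benjamini-Hochberg). The embryonic and postnatal libraries also differed in average depth, and age cannot be told apart from any batch that divided them the same way.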

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

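The test of strain DNA near Cdkn1b and the relabelling of genotype for the interaction were set before the data were examined; the other tests in this part were chosen after the results were seen.

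One wild-type library at E13.5, replicate 3, had 18.97% of its counts in haemoglobin genes, while the other 3 wild-type libraries of that age had 0.7017% to 1.048% and the 3 Cdkn1b-null libraries 0.7013% to 1.019%. The same library held the extreme values of 2 named genes, Hba-x at 22100 CPM (others 497 to 567) and Hbb-y at 51600 CPM (others 1560 to 1640). Over all 16508 genes tested at E13.5, it was the library far from the other 3 for 740 genes (4.48%), against 94 to 240 genes for each of the others. How many of these genes blood accounts for was not tested. A list of nerve, muscle and cartilage genes, written after the haemoglobin value was seen, tested whether tissue other than ovary had been carried in. Of the 14 of its 15 genes with a value, 11 were higher in this library, with a median difference of 1.18 on the log2 scale, at percentile 100 of 10000 random lists of matched expression. This is consistent with some non-ovarian tissue in replicate 3, a technical explanation that remains. Without this library, the wild-type change from E13.5 to E18.5 was called for 6510 genes, the highest of the 8 fits that each left out a replicate. No biological explanation was tested, since the library shares its group with 3 others that lack the pattern.

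In 6 further groups a library lay far from the other 3 for a named gene. For Cdkn1b at E18.5, wild-type replicate 1 had 136 CPM and the others 106 to 107. For Hoxd8 at E18.5, wild-type replicate 3 had 24.7 CPM and the others 32.1 to 33. Hba-x in E18.5 wild-type replicate 1 (0.498 CPM) was an extreme among near-zero values. Tex101 reached 55.3 CPM in E18.5 wild-type replicate 2 and 39.1 to 41.1 CPM in the others. Mov10l1 was 0.03 CPM in 12wk wild-type replicate 3 and 0 in the others, which is under the 3-count floor. Plin4, a fat-droplet gene, reached 829 CPM in 12wk wild-type replicate 2 and 27.3 to 119 CPM in the others. With the 3 groups above, 9 of 97 groups tested (9.28%; groups with no count in any library left out) had such a library, where chance gives about 1 in 20, and 3 of the 9 are haemoglobin values of a single library. These single-gene gaps cannot be told apart from chance. Over all genes tested, 12wk wild-type replicate 2, the library with high Plin4, was far from the other 3 for 443 genes, against 161 to 198 for each of the others, and E18.5 wild-type replicate 2, the library with high Tex101, for 404 genes, against 92 to 231. No explanation of these 2 libraries was tested.

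The genotype effect differed between ages for 12 named genes by the interaction test (edgeR quasi-likelihood, Benjamini-Hochberg). The adjusted p was 0.000389 for Cdc20, 0.00144 for Prc1, 0.0092 for Chaf1b and 0.0134 for Exo1, which are cell cycle genes higher in Cdkn1b-null ovaries at E18.5 in 4 of 4 samples. It was 0.0257 for H2-Q10, 0.0259 for Hsd17b1 and 0.0019 for Slfn9, also higher at E18.5 in 4 of 4 samples, 0.0304 for Rec8, 0.00144 for Hoxd8 and 0.000389 for Rarres2. It was 0.0304 for Zfp521, called at 12wk, and 0.00427 for Cdkn1b. H2-Q10 and Slfn9 have similar family members, and how RSEM shared their reads was not tested. Genes chosen for a large effect at 1 age are prone to such a difference, so these p-values are not independent evidence. For Rarres2, Cdc20, Hoxd8 and Prc1, the largest adjusted interaction p over the 29 fits that each left out a library was 0.0103, so no single library carried the result.

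As a check on the count of 164 interaction genes, genotype was relabelled within same-numbered pairs, and 4 of 40 relabellings, the real one included, gave as many genes. The 8 relabellings that left the E18.5 groups whole gave 109 to 301 genes. The 32 that mixed them gave at most 21. The E18.5 difference may therefore carry most of the count, and the other ages' labels add little that this test can show.

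The counts of Cdkn1b left in Cdkn1b-null libraries might come from a mislabelled sample. Since 0 of 13 null libraries reached the lowest wild-type library of its age, a wild-type sample among them is unlikely. The test cannot exclude animals with 1 intact copy of the gene. At PND8 the null mean was 47.9% of wild type (59 to 71 against 123 to 155 CPM). The relative level also differed between ages. A change of library preparation between embryonic and postnatal samples was tested by the steps within each period, and the smaller p of the 2 was 0.00988 (edgeR quasi-likelihood, unadjusted), from PND8 to 12wk. With the replicate block this p was 0.064, and the p from E13.5 to E18.5 was 0.026 without and 0.0327 with the block (edgeR quasi-likelihood, unadjusted). The block fit also left out 12wk wild-type replicate 2, the highest wild-type library for Cdkn1b at 12wk, so its p does not isolate the block. The deviations of same-numbered samples had a mean correlation of 0.108 at 12wk, for which no chance level was computed. A change of preparation therefore cannot be excluded as the main source of the difference. Which part of the gene the remaining reads fell on was not tested, since the values are per gene.

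A strain difference between the null line and wild type was weighed as an explanation of genes called at several ages. Within 20 Mb of Cdkn1b, 1 of 356 genes was called at 2 or more ages, against 12 of 19592 elsewhere (0.281% against 0.0612%, odds ratio 4.6, Fisher's exact test, p 0.209). So few genes were called at 2 or more ages that this test cannot rule strain DNA out. Called genes were not concentrated on any chromosome at E18.5 or PND8, with 0.675 as the smallest adjusted p (Fisher's exact test). Of the 5 genes other than Cdkn1b named for the largest E18.5 change, 0 changed by at least 1 on the log2 scale the same way at every other age at which they were tested. Genes chosen for a large effect at 1 age tend to change less at others, so this last count is no evidence against a strain variant. Strain DNA within 20 Mb of Cdkn1b thus remains possible for 1 gene called at several ages, with p 0.209 in Fisher's exact test above. The other 12 lie outside that window, so DNA kept within it could not bear on them directly.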

How the results depend on the processing

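The number of called genes in the wild-type age comparisons stayed within 1.5 times the reported count under every alternative run, and each of their named genes kept its direction. At E18.5, Cdkn1b, the cell cycle, meiotic prophase and steroidogenic sets and the list count (116 to 134 when a replicate was left out) kept their direction and their side of the threshold (for the list, within 1.5 times its count) under every alternative run. Other genotype counts moved with the setting, as follows. The cause was not tested for any change below.

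With DESeq2, 65 genes were called at E13.5 (1 shared, 5 higher and 60 lower) and 1668 at E18.5 (811 shared, 991 higher and 677 lower). There were 749 at PND8 (62 shared, 317 higher and 432 lower, against 8 and 54) and 310 at 12wk (2 shared, 174 higher and 136 lower). The list genes numbered 1 at E13.5, 55 at PND8 and 46 at 12wk (13 higher and 33 lower, against 4 and 0), and the interaction genes 662. With limma-voom and sample weights there were 0 genes at E13.5 (544 at an unadjusted p under 0.05), 1670 at E18.5, 104 at PND8 and 7 at 12wk, and 13 list genes at 12wk (8 higher and 5 lower). With all groups in 1 fit there were 59 genes at E13.5 (4 higher and 55 lower), 0 at PND8 (1143 unadjusted) and 68 at 12wk (36 higher and 32 lower, against 2 and 0). The list then gave 11 at E13.5 (10 higher and 1 lower), 0 at PND8 (21 unadjusted) and 32 at 12wk (7 higher and 25 lower). Without a filter there were 258 genes at PND8 (72 higher and 186 lower) and 12 at 12wk. Thinned counts gave 36 genes and 13 list genes at PND8. The GC and length offset gave 38 genes at PND8 and 5 at 12wk, and 7 list genes at PND8.

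The replicate block gave 7 genes at PND8, 0 at 12wk (2326 unadjusted), 1 list gene at PND8 and 28 at 12wk (7 higher and 21 lower). With the GC and length offset added to the block there were 4 genes at PND8 and 0 at 12wk (2091 unadjusted), with 0 list genes at PND8 (53 unadjusted) and 29 at 12wk (6 higher and 23 lower). The mean correlation of same-numbered samples was lowest at E13.5 (0.0119) and for the wild-type steps (-0.0031, -0.0327 and -0.0129 in order of age). There the block gave 1 gene at E13.5 (0 shared), 0 list genes at E13.5 (13 unadjusted) and 4462, 12510 and 4760 genes for the steps. The E13.5 adjusted camera p with the block was 1.82e-05 for meiotic prophase, 0.000566 for granulosa lineage, 0.0467 for steroidogenic and 0.428 for oocyte genes.

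The log2 fold change of Cdkn1b stayed negative under every setting, and its adjusted p crossed the threshold as follows. At E13.5 it was -2.37 with limma-voom (0.0501), -2.46 with the block (0.0661) and -2.45 with offset and block (0.0809). At PND8 it was -1.07 with the block (0.0952), -1.05 with all groups in 1 fit (0.106) and -1.17 with offset and block (0.133). At 12wk it was -1.85 with DESeq2 (5.33e-07) and -1.85 with all groups in 1 fit (0.000105). Leaving out each replicate in turn gave -2.46 to -2.31 at E13.5 and -1.15 to -0.99 at PND8, with adjusted p up to 0.207 and 0.117. Its step from PND8 to 12wk was -0.53 with the block (adjusted p 0.064 over the 3 steps), against -0.80. That block fit also left out wild-type replicate 2 at both ages.

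For the gene sets, an inter-gene correlation of 0.05 moved the adjusted camera p to 0.122 for cell cycle, 0.0963 for granulosa lineage and 0.14 for steroidogenic genes at E13.5 and to 0.151 for granulosa lineage genes at 12wk. Without a filter it was 0.017 for granulosa lineage at E18.5, 0.0404 for granulosa lineage and 0.0404 for steroidogenic at PND8, and 0.649 for oocyte at E18.5 with the direction reversed. The block gave 0.0995 for cell cycle at E13.5 and 0.00572 for steroidogenic at PND8.

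Leaving out each replicate in turn gave 0 to 1 genes at E13.5, 246 to 1372 at E18.5, 0 to 147 at PND8, 0 to 3 at 12wk and 72 to 235 for the interaction, and 0 to 42 list genes at PND8 and 1 to 19 at 12wk. Adjusted camera p-values then ran from 2.99e-05 to 0.0703 (cell cycle), 6.87e-29 to 0.25 (meiotic prophase), 0.00203 to 0.75 (oocyte), 0.000262 to 0.119 (granulosa lineage) and 0.000189 to 0.396 (steroidogenic) at E13.5. They ran from 0.122 to 0.891 (oocyte) and 0.0151 to 0.985 (granulosa lineage) at E18.5. At PND8 they ran from 0.0831 to 0.944 (meiotic prophase), 0.0014 to 0.281 (granulosa lineage) and 0.000142 to 0.686 (steroidogenic), and at 12wk from 0.0274 to 0.356 (meiotic prophase), 0.000328 to 0.809 (granulosa lineage) and 1.12e-06 to 0.184 (steroidogenic).

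Named genes with effects near 0 changed sign. Cdc20 at E13.5 was -0.009 with the block and -0.031 with offset and block. Cdkn1c at E13.5 was 0.197 with limma-voom, 0.314 with the block and 0.28 with both. Hoxd8 at E13.5 was -0.01 with limma-voom. Prc1 at E13.5 was 0.011 with RLE, 0.017 without a filter, 0.011 with DESeq2 and 0.036 with all groups in 1 fit. Cdkn1a at PND8 was -0.047 with the block. When a replicate was left out, Cdc20 ran from -0.033 to 0.087 at E13.5 and from -0.04 to 0.143 at PND8, Cdkn1c from -0.344 to 0.15, Hoxd8 from -0.023 to 0.168 and Prc1 from -0.022 to 0.032 at E13.5, Prc1 from -0.01 to 0.27 at 12wk, and Cdkn1a from -0.052 to 0.186 at PND8. Over all named genes and settings, 827 values kept direction and side of the threshold, 28 reversed and 19 became stronger, and the rest kept direction and lost the threshold.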

Other observations

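The splits of the genotype and age comparisons over all genes, the thinning to equal totals, the markers of reproductive tract tissue and the sum of Y-linked genes were set before the data were examined; the splits of the list and of the gene sets and the other tests in this part were chosen after the results were seen.

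Each comparison was repeated on the 35 splits of its samples (8 of them part as many same-numbered pairs as the real split). With 8 splits the share cannot fall below 0.125, so these counts alone cannot rule out chance. Among the 8, the real split included, the number giving as many called genes was 1 at E13.5, 1 at E18.5, 1 at PND8 and 2 at 12wk, and 1 for each of the 3 wild-type age comparisons. Over all 35 splits, those other than the real one gave at most 0 genes at E13.5, 25 at E18.5, 6 at PND8 and 3 at 12wk. The splits outside the 8 keep more same-numbered samples together; the 25 at E18.5 came from one of these, and the 6 at PND8 from one of the 8. At an unadjusted p under 0.05, as many genes as in the real split were found in 22 of the 35 splits at E13.5, 1 at E18.5, 2 at PND8 and 2 at 12wk. For the fixed list, the number among the 8 was 8 at E13.5, 1 at E18.5, 1 at PND8 and 2 at 12wk. Among all 35 splits, another split called 37 list genes at PND8, against 22 in the real one, and another called 24 at 12wk, against 4.

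The camera test gave small p-values under many other splits, so its p-values overstate how far the sets differ between genotypes. Among the 8 splits, the number with a p as small was 2 for cell cycle, 3 for meiotic prophase, 4 for oocyte, 4 for granulosa lineage and 5 for steroidogenic genes at E13.5. At E18.5 it was 1, 2, 8, 4 and 2 for the sets in that order, at PND8 it was 4, 7, 5, 2 and 4, and at 12wk it was 4, 2, 3, 2 and 3. Over all 35 splits, only the cell cycle set at E18.5 had no other split as small. With the real split included, 7 splits were as small for the oocyte set at 12wk and 6 for the cell cycle set at PND8. For the set means per library, the variance of the genotype difference among ages was compared with relabellings of genotype within each age (100000 resamples). This permutation test gave p 0.0367 for cell cycle (differences from 0.093 to 0.926) and 0.0388 for oocyte genes (from -1.50 to 0.784). Each was 0.097 after adjustment over the 5 sets, and neither passed. Relabelling assumes no genotype effect at any age, so this p does not test against an effect that is equal at all ages.

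The meiotic prophase shift at E13.5 came from a single library. The Cdkn1b-null replicate 3 had a set mean of 4.46 log2 CPM, and the other 2 null libraries 1.64 and 2.43. Without replicate 3 the adjusted camera p was 0.25 and the direction reversed. A candidate explanation is a difference in developmental stage among embryos of the same nominal age, since the E18.5 wild-type mean was 4.15 and the E13.5 wild-type mean 2.14, but no label records a stage finer than the day. The same library was the only 1 with all 4 Y-linked genes above 0 (0.1609 to 0.4426 CPM). The 4 genes together exceeded 1 CPM in 3 libraries, at 1.247 in this one and at 1.436 and 1.362 in PND8 Cdkn1b-null replicates 3 and 4, where Kdm5d alone was counted. All 4 exceeded 1 CPM in 0 libraries, and Xist was counted in all 29, from 7.792 CPM in this library upward. A whole male gonad mislabelled as ovary is thus not what these values show. A trace of male tissue or index carry-over in the E13.5 Cdkn1b-null replicate 3 cannot be told apart from the rest. E13.5 wild-type replicate 3 was the only other library with Ddx3y and Uty above 0, at 0.07094 CPM each, under its floor of 0.213 CPM. Xist measured 158.6 CPM there, against 9.851 to 18.8 CPM in the other wild-type libraries of that age.

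Technical explanations of the genotype calls were tested. Library totals of the genotypes overlapped at every age, and after thinning to equal totals 1 gene was called at E13.5, 805 at E18.5, 36 at PND8 and 3 at 12wk. At PND8 the thinned count was lower than the 62 at full depth. Of the 36 genes, 35 were shared, so genes were still called there at equal totals. The PND8 log2 fold changes correlated with GC content across genes (Spearman's rho -0.323, and genes are not independent replicates), more strongly than in any of the other 34 splits. At 12wk rho was -0.207, and 3 of the 35 splits, the real one included, gave one as large. With an offset for GC content and length, rho fell to -0.0195 at PND8 and 0.000879 at 12wk. With the offset, 38 genes were called at PND8, 29 of them shared, and 988 at E18.5, 727 of them shared. With the offset and the replicate block together, 4 genes were called at PND8, 1 of them shared with the 62 (mean correlation of same-numbered samples 0.1). How far a GC bias accounts for the PND8 calls cannot be told from these counts. Markers of mesonephros and reproductive tract epithelium were tested for tissue carried over with the ovary. The camera p was 0.0333 at E13.5 (12 genes, median 0.34) and 0.203 at E18.5 (11 genes, median 0.35). It was 0.105 at PND8 (10 genes, median -0.26) and 0.171 at 12wk (7 genes, median -0.07). A carry-over difference at E13.5 cannot be excluded, although no gene but Cdkn1b was called there. The E18.5 median was about as large, so a carry-over difference cannot be excluded at that age either.

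The step from E18.5 to PND8 in wild type was called for 74.6% of genes, against 34% and 30.5% for the steps before and after it. A change of library preparation between the embryonic and postnatal samples was tested on histone genes, many of whose transcripts lack a poly(A) tail and would rise if total RNA had replaced poly(A) selection. Of 67 histone genes 1 (1.49%) was higher in every postnatal than in every embryonic library, against 13% of 24796 other genes. The test asked each postnatal library, 12wk included, to exceed each embryonic one, E13.5 included. Histone transcripts also fall with proliferation, and the wild-type cell cycle set mean was 6.64 log2 CPM at E13.5, 5.54 at E18.5, 6.28 at PND8 and 5.41 at 12wk. It was lower at 12wk than at E13.5 but rose over the step from E18.5 to PND8 itself. Histone genes were not compared between E18.5 and PND8 alone, so the test does not settle the question for this step. The step cannot be told apart from a change of preparation or of read length. There were 15 genes without a count in any of the 15 embryonic libraries and with at least 10 counts in each of the 14 postnatal ones, and 4 with the opposite pattern. One of the 15 was AY036118, at 143 to 8950 CPM. Only Gm20431 and Gm21985 of the 15 were protein coding, and the others were pseudogenes or non-coding RNA genes. How gene type bears on a change of preparation was not tested. The 15 genes of the Hist1h2a family together fell from 195 to 829 CPM in the embryonic libraries to 35.2 to 144 CPM in the postnatal ones, while Hist1h2ao took 40.9% to 73.9% of the family's counts after birth, so its rise ran against its family. How RSEM divided the family's reads was not tested. Between E18.5 and PND8 alone the numbers were 56 and 22, between E13.5 and E18.5 15 and 7, and between PND8 and 12wk 0 and 2. Age and any batch that follows birth cannot be told apart here.

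The other marker lists differed between genotypes in 5 camera tests (unadjusted p under 0.05) and were not repeated on other splits of the samples. Erythroid markers were higher in Cdkn1b-null ovaries at PND8 (6 genes, median 2.90, p 4.22e-05) and at 12wk (5 genes, median 1.94, p 8.49e-09) and lower at E13.5 (10 genes, median -2.95, p 0.00107), where wild-type replicate 3 had the high haemoglobin share. Haemoglobin genes took 0.01431% to 0.1646% of the counts in Cdkn1b-null and 0.0006729% to 0.01719% in wild-type libraries at PND8, and 0.01991% to 0.07975% against 0.007723% to 0.01555% at 12wk. The ranges overlapped at PND8 and not at 12wk, and how blood content bears on the other genes was not tested. Markers of male germline and Sertoli cells were lower at 12wk (5 genes, median -0.54, p 0.00701). Corpus luteum markers were lower at 12wk (10 genes, median -0.58, p 0.0422), and the labels give no stage of the oestrous cycle. The oocyte set mean ranged from -0.29 to 2.52 among the 4 wild-type libraries at 12wk and from -0.99 to -0.57 among the 3 Cdkn1b-null libraries. These are reported as values.

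Of the 14 genes called at both E18.5 and PND8, the following are named after their values were seen. Besides Cdkn1b, they included Dpysl3, Hdac11, Hoxd9, Igfbp6, Mgp, Mxd4, Mxra8, Rec8 and Srpx2, lower in Cdkn1b-null ovaries at both ages, and Mybpc3, Ncapg and Shtn1, higher at both. Among these, Mgp lies within 20 Mb of Cdkn1b.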
